A study of Mus musculus with 10 samples.

How the data were processed

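Total RNA was extracted from hippocampal synaptoneurosomes of vehicle-treated and AM6545-treated C57Bl/6J mice, and libraries were made with a SMARTer ultra-low-input kit, per the labels' protocols. The authors deposited 2 tables of estimated counts, 1 per gene and 1 per transcript, with 10 library columns each. The unit was read from the values, since 38.6% of the cells of the gene table and 41.56% of those of the transcript table were not whole numbers and the column totals differed between libraries. Neither the labels nor the file headers state the quantification tool, the annotation release, the genome build or the use of strand. Of 22190 genes compared, 21816 (98.31%) equalled the sum of their transcripts in every library. The estimated counts were rounded to whole numbers before the count models were fitted.

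Group and replicate number of each library were taken from its title. The same replicate numbers 1 to 5 occur in both groups, and the pairing used in an alternative model comes from these numbers alone. All 20 columns were tied to a library by name. The labels give no batch, date, dose or sex, so no relation was recomputed within batches. They also do not state whether each library came from 1 animal or from a pool, so n counts libraries. Symbols were assigned by gene identifier without its version to 22155 of 22255 genes, and transcript names from GENCODE M21 to 101575 of 102392 transcripts. Because only 11 gene identifiers carried the same version suffix as in that release, its coordinates are not printed here. The exon overlaps reported below are those of that release and may differ in the annotation used for counting. The release served for transcript names, for gene length and GC content, for shared sequence and for genes with overlapping exons.

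The gene-level comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter (minimum count 10, minimum total 15), a design with the group alone, robust quasi-likelihood dispersions and a Benjamini-Hochberg adjusted p threshold of 0.05. All tests were two-sided. The same settings were used for transcripts. CPM (counts scaled to the library total) values were scaled by TMM unless they were compared with the 3-count floor, where plain library totals were used. Gene sets of at least 5 tested genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01). Separation of the groups over the filtered genes was the squared distance between group means relative to the total sum of squares, with an exact permutation test over the 252 arrangements. Measures of the libraries were compared by exact permutation tests of the difference in means. Correlations across the 10 libraries had permutation tests with 100000 resamples. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these.

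The sample groups, tests, gene sets, gene list and alternative settings were fixed before the data were examined. The rule for named genes was up to 5 genes per direction with an adjusted p under 0.05, or the 2 of smallest unadjusted p where a direction had none. For transcripts it was up to 3 per direction, or 2 where none passed. Cnr1, Bdnf and Ntrk2 were always named, as were up to 8 genes of the fixed list with an unadjusted p under 0.05. Any other gene or transcript named, Insc among them, was chosen after its values were seen.

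The alternative settings fixed beforehand were DESeq2 size factors, total count scaling, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, no filter, at least 10 counts in every library, dispersions without robust estimation, the replicate number as a block, marker scores of oligodendrocytes or excitatory neurons as covariates, 1 surrogate variable from sva 3.50.0, removal of mitochondrially encoded genes, other settings of the gene set test and leaving out each library in turn. A choroid plexus marker score as covariate, and removal of genes with 1 count or fewer in one library and 100 or more in another, were added after seeing the data.

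The scripts were tested on simulated counts with 200 changed genes in each of 5 runs over 14358 genes. Of 250 simulated genes at each fold, 20 were called at 1.25-fold, 131 at 1.5-fold, 217 at 2-fold and 233 at 3-fold, and 32 of 70790 unchanged genes were called. A gene set changed 1.25-fold was called in 5 of 5 runs, with 1 other set called. The simulated genes varied independently, so the low preset correlation of the set test suited them. These runs therefore do not give its rate of false calls in the real libraries, where genes of a set can vary together. Library totals of 18106112 to 25899794 counts put the floor of 3 counts at 0.153 CPM or lower in the vehicle libraries. Amplified reads without molecular identifiers are not independent molecules, so this floor covers counting error only. Estimates that share reads between transcripts of a gene carry a further error that these tables do not give, and it is not included in the standard errors.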

Results

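RNA was measured in synaptoneurosomes, a preparation of pinched-off and resealed synaptic compartments, isolated from the hippocampus of C57Bl/6J mice. The animals had received either vehicle or AM6545 over a sub-chronic course. AM6545 is an antagonist of the cannabinoid CB1 receptor that enters the brain poorly. The 10 libraries formed 2 groups, 5 from vehicle-treated and 5 from AM6545-treated animals, and the comparison asked whether the drug was accompanied by a difference in the RNA content of this fraction. A gene table held 22255 genes, of which 18729 had a count in at least 1 library. A transcript table held 102392 transcripts, of which 75259 had a count in at least 1 library. No pair of libraries held identical gene columns.

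Library totals in the gene table ranged from 18106112 to 25899794 counts. The mean total was 21872448 ± 2381669 counts in the vehicle group and 21471970 ± 3413377 in the AM6545 group (SD, n = 5 each; two-sided exact permutation test, p = 0.810). The number of genes detected with at least 1 count was 16742 ± 139 in vehicle and 16734 ± 97.0 in AM6545 libraries (SD, n = 5 each; exact permutation p = 0.921). Mitochondrially encoded genes held 5.14 ± 0.672% of counts in vehicle and 4.92 ± 0.669% in AM6545 libraries (SD, n = 5 each; exact permutation p = 0.611). The 10 most abundant genes held 7.27 ± 0.837% and 7.06 ± 1.17% (SD, n = 5 each; exact permutation p = 0.714). After Benjamini-Hochberg adjustment over these 4 measures every p was 0.921, so none differed by more than the spread between libraries. The smallest p the 252 arrangements can give is 0.00794. When each library was left out in turn, the difference in mean total moved between -1507434 and 466261 counts, and no p fell under 0.05.

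Across the whole profile, the treatment accounted for 7.84% of the total sum of squares of log2 CPM (counts scaled to the library total) over the filtered genes. An exact permutation test over 252 arrangements of the libraries gave p = 0.944. Leaving out vehicle replicate 4 raised this share to 12.4% (exact permutation p = 0.516). The first 2 principal components held 27.5% and 19.5% of the variance. The libraries at the ends of the first component were vehicle replicates 1 and 4, and the AM6545 libraries lay between them.

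**Figure D1:**
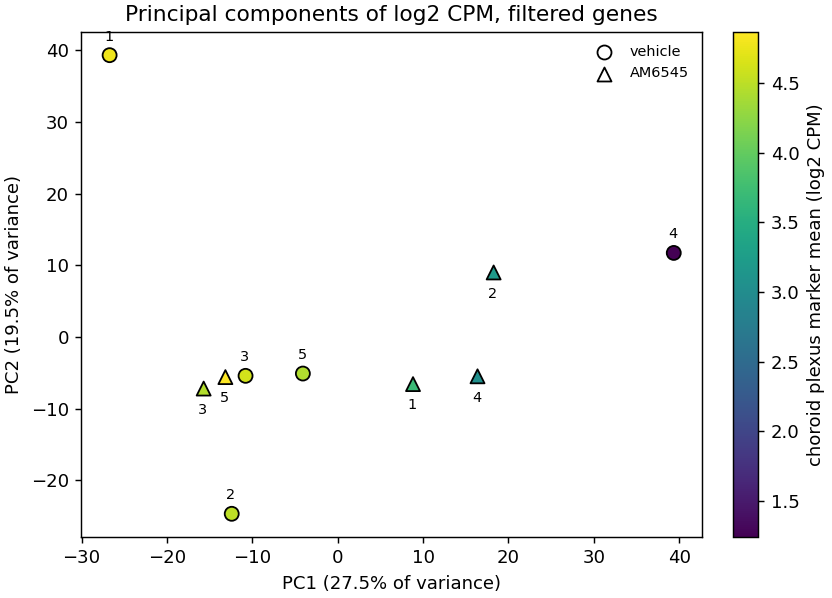
Each point is 1 library placed by its scores on principal components 1 (x axis, 27.5% of variance) and 2 (y axis, 19.5% of variance) of log2 CPM; circles are the 5 vehicle and triangles the 5 AM6545 libraries, numbered by replicate, and the colour gives the mean log2 CPM of choroid plexus marker genes. The 2 groups overlapped, and vehicle replicate 4, at the right end, had a choroid plexus marker mean of 1.24.

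At the gene level, 14358 genes passed the expression filter. With edgeR's quasi-likelihood test, 0 genes had a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.9998. At an unadjusted p under 0.05 there were 270 genes (1.88%), of which 164 were higher and 106 lower in AM6545 libraries. Chance alone would be expected to give 718 genes at that level. The median log2 fold change was -0.0057, the 5th and 95th percentiles were -0.26 and 0.24, and the median standard error of a gene was 0.13. A log2 fold change beyond 1 in either direction was estimated for 27 genes, 17 higher and 10 lower, and 290 genes exceeded 0.5. Among the other settings tried, limma-voom with sample quality weights moved the counts most, giving 1 gene (Insc) with an adjusted p under 0.05 and 706 genes at an unadjusted p under 0.05. In counts simulated at these depths and dispersions, the same test recovered 52.4% of genes changed 1.5-fold, 86.8% of genes changed 2-fold and 93.2% of genes changed 3-fold. At the smallest simulated change it recovered 8% of genes, so small changes of single genes were mostly not detectable with 5 libraries per group. The simulated genes varied independently, and each of these runs included changed genes. Counts simulated with no changed gene gave 4.63% of genes at an unadjusted p under 0.05, against 1.88% in the real libraries. The recovery rates may therefore be too high for the real libraries, where larger changes may also have been missed.

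**Figure D2:**
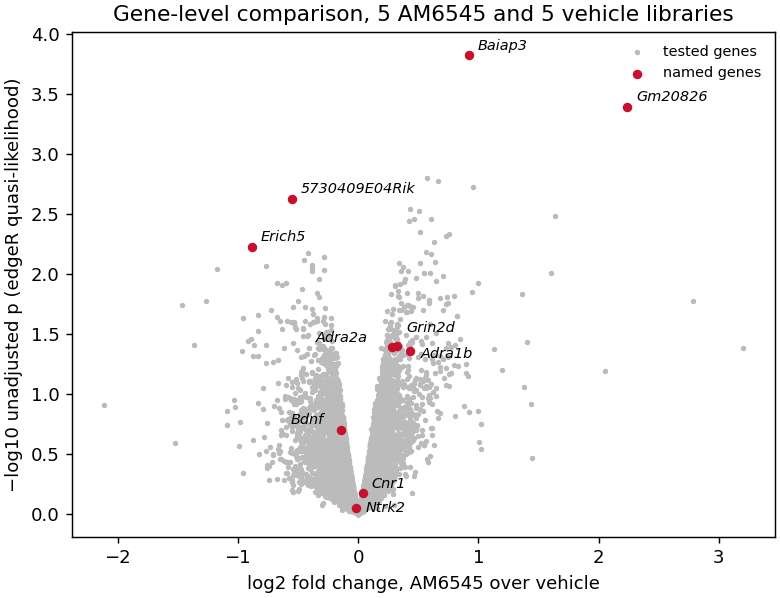
Each point is 1 of 14358 tested genes, with the log2 fold change of AM6545 over vehicle on the x axis and -log10 of the unadjusted edgeR quasi-likelihood p on the y axis; named genes are in red. The gene of smallest p is Baiap3 (edgeR unadjusted p = 0.000151), and no gene had an adjusted p under 0.05.

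Because no gene passed the threshold, the genes named here are the 2 of smallest unadjusted p in each direction, all of them short of it. Baiap3 (ENSMUSG00000047507.13) had 2.12 ± 0.407 CPM in vehicle and 4.04 ± 0.646 CPM in AM6545 libraries (SD, n = 5 each). Its log2 fold change was 0.92 with a standard error of 0.19 (edgeR unadjusted p = 0.000151, adjusted p = 0.9998). All 5 AM6545 libraries lay above all 5 vehicle libraries, on 30 to 114 counts per library. In the GENCODE M21 annotation an exon of Tsr3 overlaps Baiap3 on the opposite strand, and the labels do not state whether counting used the strand. Gm20826 (ENSMUSG00000094081.3) had 0.192 ± 0.209 CPM in vehicle and 0.960 ± 0.249 CPM in AM6545 libraries (SD, n = 5 each). Its log2 fold change was 2.24 with a standard error of 0.51 (edgeR unadjusted p = 0.000404, adjusted p = 0.9998), but it rested on 0 to 28 counts per library. Of the 31-base words in its transcripts, 100% also occurred in transcripts of other genes, so its value is uncertain. The gene 5730409E04Rik (ENSMUSG00000073755.5) fell from 27.9 ± 7.94 CPM to 19.1 ± 1.69 CPM (SD, n = 5 each), a log2 fold change of -0.55 with a standard error of 0.15 (edgeR unadjusted p = 0.00237, adjusted p = 0.9998), and 3 of 5 AM6545 libraries lay below all vehicle libraries. Erich5 (ENSMUSG00000044726.9) had 1.35 ± 0.174 CPM in vehicle and 0.720 ± 0.293 CPM in AM6545 libraries (SD, n = 5 each), a log2 fold change of -0.88 with a standard error of 0.28 (edgeR unadjusted p = 0.00593, adjusted p = 0.9998). It rested on 8 to 32 counts per library, and 4 of 5 AM6545 libraries lay below all vehicle libraries.

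The gene of the drug's receptor and a neurotrophin with its receptor were to be reported whatever their values. Cnr1 (ENSMUSG00000044288.7), which encodes the CB1 receptor, had 96.7 ± 9.73 CPM in vehicle and 99.4 ± 4.47 CPM in AM6545 libraries (SD, n = 5 each; log2 fold change 0.04, standard error 0.093, edgeR unadjusted p = 0.675). Bdnf (ENSMUSG00000048482.15) had 109.7 ± 15.8 CPM and 99.6 ± 5.08 CPM (SD, n = 5 each; log2 fold change -0.14, standard error 0.10, edgeR unadjusted p = 0.199). An exon of Gm45346 overlaps Bdnf on the opposite strand in the same annotation. Ntrk2 (ENSMUSG00000055254.16), which encodes the BDNF receptor TrkB, had 439 ± 27.6 CPM and 435 ± 67.5 CPM (SD, n = 5 each; log2 fold change -0.01, standard error 0.11, edgeR unadjusted p = 0.903). None of these 3 differences was significant. The sign for Cnr1 and for Ntrk2 changed when certain single libraries were left out.

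**Figure D3:**
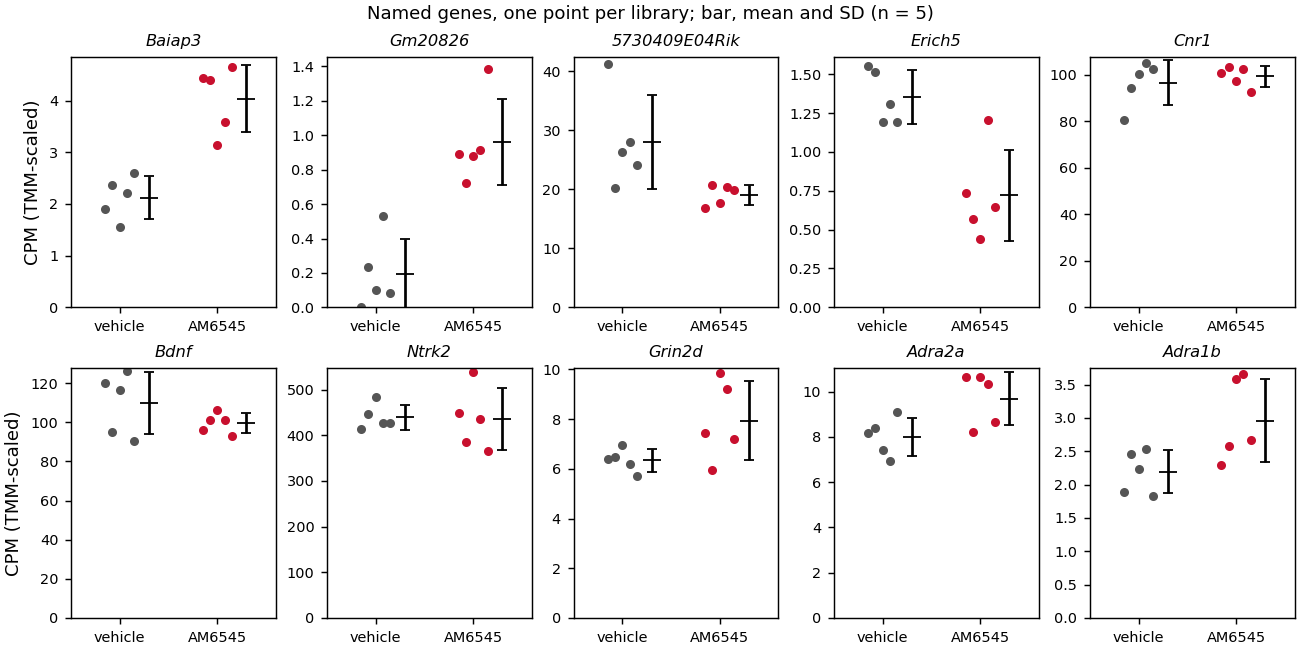
Each panel shows 1 gene, with CPM scaled by TMM on the y axis, 1 point per library, vehicle in grey and AM6545 in red; the bar beside each group is the mean and SD of 5 libraries. The groups are separate for Baiap3 (2.12 against 4.04 CPM) and overlap for Cnr1, Bdnf and Ntrk2.

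A list of 86 genes of the cannabinoid system, adrenergic receptors, neurotrophins, immediate early genes and glutamate receptors had been fixed before the data were examined, because the drug acts on a cannabinoid receptor and the study concerned synaptic plasticity. Of these, 77 passed the expression filter. With adjustment over the list alone 0 genes had an adjusted p under 0.05 (smallest 0.978), and with adjustment over all tested genes the count was also 0. The median log2 fold change over the list was 0.0049, its range was -0.70 to 0.43, and 39 of the 77 genes were above 0. At an unadjusted p under 0.05 there were 3 genes, all higher in AM6545 libraries. Grin2d, an NMDA receptor subunit gene (ENSMUSG00000002771.13), had 6.35 ± 0.458 CPM in vehicle and 7.94 ± 1.58 CPM in AM6545 libraries (SD, n = 5 each; log2 fold change 0.32, standard error 0.15, edgeR unadjusted p = 0.0404). An exon of Gm45441 overlaps Grin2d on the opposite strand. Adra2a (ENSMUSG00000033717.7) had 7.99 ± 0.847 CPM and 9.70 ± 1.17 CPM (SD, n = 5 each; log2 fold change 0.28, standard error 0.13, edgeR unadjusted p = 0.0408). Adra1b (ENSMUSG00000050541.15) had 2.19 ± 0.323 CPM and 2.96 ± 0.622 CPM (SD, n = 5 each; log2 fold change 0.43, standard error 0.20, edgeR unadjusted p = 0.0439). For the whole list, 0 genes were past the threshold in any of the 5 other settings run on it, or when any 1 library was left out.

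The 25 gene sets, also fixed beforehand, covered synaptic, plasticity, ribosomal, mitochondrial, cell type and hippocampal subfield genes. With limma's camera test, 0 sets had an adjusted p under 0.05, and 3 sets had an unadjusted p under 0.05. Cytoplasmic ribosomal protein genes had a median log2 fold change of -0.06 (limma camera adjusted p = 0.0757). Adrenergic receptor genes, of which 8 were tested, had a median of 0.13 (limma camera adjusted p = 0.0961). Dentate gyrus marker genes had a median of -0.06 (limma camera adjusted p = 0.101). The number of sets past the threshold depended most on which libraries entered, reaching 7 without AM6545 replicate 5, and the ribosomal protein set passed in 7 of the 10 fits that left out 1 library, higher in 1 of them (median 0.06 without vehicle replicate 1, limma camera adjusted p = 0.00871) and lower in 6 (smallest limma camera adjusted p = 2.0e-11, without vehicle replicate 2). All these calls used the preset inter-gene correlation of 0.01. With it estimated from the data, over all libraries, the ribosomal protein set had a limma camera unadjusted p of 0.644. The preset gave 0.00303, and limma's fry test gave an unadjusted p of 0.760. The small p values of this set therefore depend on the preset. In 15 of the 16 groupings of the libraries that parted every same-numbered pair, at least 1 set passed the same threshold. The true grouping, counted among the 16, gave 0.

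At the transcript level 31848 transcripts passed the filter, and 1 had an adjusted p under 0.05 with edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 627 transcripts, 349 higher and 278 lower, where chance alone would be expected to give 1592. The DESeq2 Wald test moved the count most, to 94 transcripts, and 85 of these had 0 counts in at least 3 libraries. The transcript past the threshold was ENSMUST00000084846.12, a protein-coding transcript of the splicing factor gene Srrm1 (edgeR adjusted p = 0.0432). It had 0 counts in all 5 vehicle libraries and 120 to 490 counts in the AM6545 libraries. With a floor of 3 counts, at most 0.153 CPM in a vehicle library, the AM6545 mean of 12.6 CPM was at least 82.6-fold higher. For the Srrm1 gene total no significant difference was found, at 86.2 ± 6.85 CPM in vehicle and 94.1 ± 6.04 CPM in AM6545 libraries (SD, n = 5 each; log2 fold change 0.13, standard error 0.090, edgeR unadjusted p = 0.178). With only transcripts of at least 10 counts in every library, 0 transcripts passed, since that filter removes the Srrm1 transcript itself. With the replicate number as a block the transcript was tested and 0 passed.

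**Figure D4:**
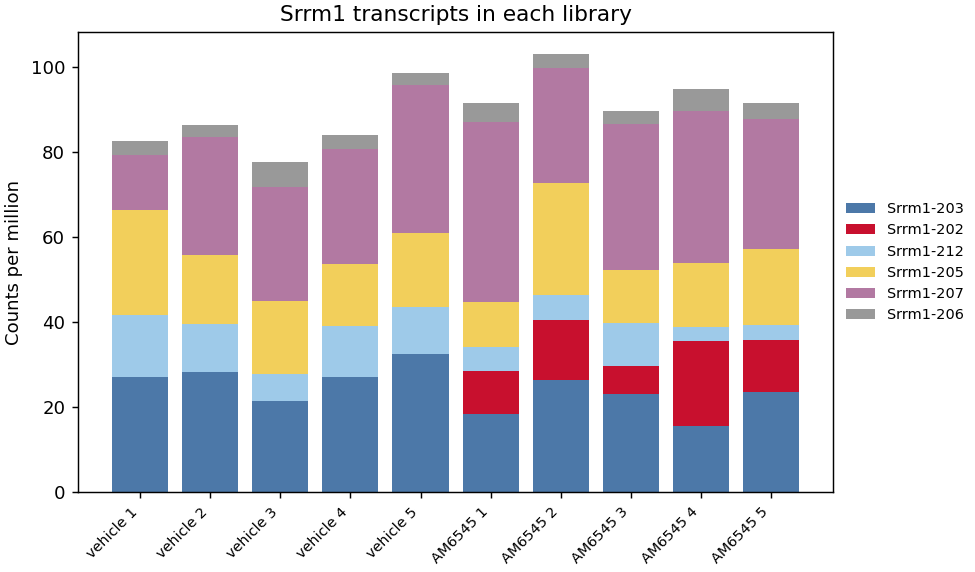
Stacked bars give the CPM of the 6 Srrm1 transcripts with at least 10 counts in some library, for each of the 5 vehicle and 5 AM6545 libraries; each colour is 1 transcript. The transcript ENSMUST00000084846.12, in red, is at 0 in every vehicle library and between 6.62 and 20.1 CPM in AM6545 libraries, while the total height differs little between the groups.

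Among lower transcripts, the 2 of smallest p were both short of the threshold. The Npm1 transcript ENSMUST00000101375.5 had 4.80 ± 4.55 CPM in vehicle libraries (SD, n = 5) and 0 counts in all 5 AM6545 libraries (edgeR unadjusted p = 0.000271, adjusted p = 0.9999). The total of its gene, Npm1, had a log2 fold change of 0.01 (edgeR unadjusted p = 0.945). The Mbnl2 transcript ENSMUST00000227594.2 had 52.5 ± 6.68 CPM in vehicle and 34.99 ± 5.03 CPM in AM6545 libraries (SD, n = 5 each; log2 fold change -0.58, standard error 0.12, edgeR unadjusted p = 0.000704, adjusted p = 0.9999). All 5 AM6545 libraries lay below all 5 vehicle libraries, on 525 to 1282 counts per library. The DESeq2 Wald test put both transcripts past the threshold, with an adjusted p of 6.1e-11 for Npm1 and 0.00396 for Mbnl2, while in the other settings that tested them neither passed. The Mbnl2 gene total had a log2 fold change of -0.13 (edgeR unadjusted p = 0.157).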

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

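The correlation and marker tests in this part were chosen after the values had been seen. In 82 tests of whether the highest or lowest library of a group of 5 stood apart from the others, 3 did, and chance gives about 4.1.

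Choroid plexus and ependymal marker genes had a mean of 1.24 log2 CPM in vehicle replicate 4, against 4.43 to 4.77 in the other 4 vehicle libraries and 3.04 to 4.87 in the AM6545 libraries. Ttr, the most familiar of these genes, had 1014 counts in vehicle replicate 4 and 13555 to 95930 counts in the others. The 18 markers rose and fell together, with a mean pairwise correlation of 0.769 across the 10 libraries, where 95% of 1000 random sets matched on expression were below 0.058. This is consistent with varying amounts of choroid plexus RNA carried into the dissected tissue. The marker mean also fell with the total count (Pearson r = -0.609, permutation p = 0.0504, adjusted over 6 relations 0.0764; Spearman rho = -0.48, permutation p = 0.165, adjusted 0.308). Within the groups r was -0.823 in vehicle and -0.514 in AM6545 libraries. Without the 2 libraries farthest from the median total, r was -0.385 (permutation p = 0.345), so the relation rests on those libraries, of which vehicle replicate 4 is itself 1. Depth does not account for the low value of vehicle replicate 4, since AM6545 replicate 1, the library nearest to it in total (25899794 against 25339403 counts), had a marker mean of 3.69. Whether depth contributes across the other libraries was not resolved. No significant difference between the treatment groups was found, at means of 3.91 in vehicle and 3.85 in AM6545 libraries (exact permutation p = 0.968). The vehicle mean includes the low value of replicate 4, and the other 4 vehicle libraries had a mean of 4.58. No test was made without that library, so a difference between the groups is not excluded.

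Endothelial and pericyte markers had a mean of 2.31 log2 CPM in AM6545 replicate 5, against 1.90 to 1.96 in the other 4 AM6545 libraries. The vehicle libraries spanned 1.69 to 2.46, a range that includes this value. The mean pairwise correlation of the 18 markers was 0.163, above the 95th percentile of 0.075 in random sets, which is consistent with varying vessel content as a candidate source. The score did not follow the total count (Pearson r = 0.0394, permutation p = 0.908, adjusted over 6 relations 0.943; Spearman rho = -0.018, permutation p = 0.973, adjusted 0.974; r = 0.300 without the 2 libraries farthest from the median total; r = 0.361 within vehicle and -0.415 within AM6545 libraries). Vehicle replicate 3, the library nearest to AM6545 replicate 5 in total, had a mean of 1.69. No significant difference in the score was found between the treatment groups (exact permutation p = 0.675).

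Red blood cell markers had a mean of 7.44 log2 CPM in AM6545 replicate 3, against 5.38 to 5.91 in the other 4 AM6545 libraries and 5.19 to 6.75 in vehicle libraries. The mean pairwise correlation of the 5 markers was 0.952, where 95% of random sets were below 0.271. The 4 haemoglobin genes shared 59.4% to 91.0% of their 31-base words with another gene, whereas Alas2, the fifth marker, shared 0%. Alas2 followed the mean of the haemoglobin genes (Pearson r = 0.900, permutation p = 0.00071, adjusted over 6 relations 0.00426; Spearman rho = 0.87, permutation p = 0.00211, adjusted 0.0127; r = 0.751 without the 2 libraries farthest from the median Alas2 level; r = 0.834 within vehicle and 0.963 within AM6545 libraries), so shared reads do not account for the pattern. It is consistent with varying amounts of blood carried into the tissue. The score fell with the total count (Pearson r = -0.624, permutation p = 0.0509, adjusted over 6 relations 0.0764; Spearman rho = -0.58, permutation p = 0.0878, adjusted 0.264; r = -0.559 without the 2 libraries farthest from the median total; r = -0.631 within vehicle and -0.626 within AM6545 libraries). AM6545 replicate 3 had the lowest total of all, 18106112 counts, and the library nearest to it, AM6545 replicate 2 at 19437402 counts, had a mean of 5.91. No library of equal or lower depth was there to compare, so its high value cannot be told apart from an effect of depth. The 4 libraries with totals of 19437402 to 19868612 counts spanned 5.61 to 6.75, so depth is not the only source of variation. No significant difference between the treatment groups was found (exact permutation p = 0.968).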

How the results depend on the processing

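The number of genes with an adjusted p under 0.05 was 0 under 13 of 14 alternatives that kept all libraries, with 181 to 706 genes at an unadjusted p under 0.05 over all 14. The exception was limma-voom with quality weights, which gave 1 gene, Insc. The alternatives chosen after seeing the data gave 0 genes (323 at an unadjusted p under 0.05 with the choroid plexus covariate, 270 without the genes of erratic counts). Leaving out each library in turn gave 0 to 1 genes, and 165 to 578 at an unadjusted p. The single calls were Gm28048 without vehicle replicate 3 and Insc without AM6545 replicate 3, each the removal of the library that broke an otherwise complete separation. The fixed list stayed at 0 genes past the threshold under all its alternatives, with 0 to 5 at an unadjusted p under 0.05.

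The count of transcripts past the threshold moved from 1 to 94 with the DESeq2 Wald test (55 higher, 39 lower), to 2 without a filter and to 0 with at least 10 counts in every library. Of the 94, 85 had 0 counts in at least 3 libraries, a state of 48.1% of the transcripts DESeq2 tested, and edgeR's filter kept 14 of the 94. Leaving out each library gave 0 to 4 transcripts. The Srrm1 transcript named above was past the threshold in 2 of these 10 fits, and its adjusted p ranged from 0.0211 to 0.334 over them. With the replicate number as a block it did not pass (edgeR unadjusted p = 0.00145, adjusted p = 0.99998).

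With the replicate number as a block, 0 genes (277 at an unadjusted p under 0.05), 0 transcripts (596 at an unadjusted p under 0.05) and 0 gene sets (5 at an unadjusted p under 0.05) were past the threshold, and the treatment accounted for 15.4% of the sum of squares within pairs (exact permutation p = 1 over 32 swaps, which cannot reach 0.05). Deviations of same-numbered libraries, which came from different animals, had a mean correlation of 0.0728 (-0.186 to 0.393), against -0.0186 for other pairs (p = 0.292 over 120 arrangements), so the numbers do not visibly pair the libraries.

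Gene sets past the threshold stayed at 0 under 6 alternatives that kept all libraries, with 0 to 5 at an unadjusted p under 0.05, and numbered 0 to 7 when libraries were left out. The median of the ribosomal protein set ranged from -0.158 to 0.0566 over those fits. The set passed in 7 of them, higher without vehicle replicate 1 and lower in 6 others, and without AM6545 replicate 1 its median stayed below 0 but lay above that of all genes (-0.0011 against -0.0078, limma camera adjusted p = 0.640), so neither its direction nor its call is stable. The adrenergic receptor median stayed above 0 (0.0747 to 0.220). That set passed without AM6545 replicate 2 (limma camera adjusted p = 0.0124) and without AM6545 replicate 5 (0.0264), but not in the other 8 fits. The dentate gyrus median stayed below 0 (-0.107 to -0.0277). That set passed without vehicle replicate 1 (limma camera adjusted p = 0.000669) and without AM6545 replicate 3 (0.0355), but not in the other 8. All set calls with a library left out used the preset inter-gene correlation of 0.01. The log2 fold change of Cnr1 ranged from -0.018 to 0.072 and that of Ntrk2 from -0.10 to 0.043, so neither sign is resolved. The AM6545 minus vehicle difference ranged from -1507434 to 466261 in total count, from -59.2 to 26.8 in genes detected, from -0.481 to 0.0214 percentage points in the mitochondrial share and from -0.706 to 0.105 percentage points in the share of the 10 most abundant genes. Without the block, the share of the total sum of squares due to treatment ranged from 7.41% to 8.51% with all libraries and from 7.85% to 12.4% with 1 left out. For these changes the cause was not tested, except for the ribosomal protein set, where gene length and GC content were examined as described under the other observations.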

Other observations

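The tests in this part were chosen after the results they concern had been seen. The exception is the counts of genes, transcripts, gene sets and fixed list genes called over other groupings of the libraries. Both tests of the Srrm1 transcript ENSMUST00000084846.12 concern a transcript picked by its values in these data.

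The treatment was compared with other groupings of the same libraries. Of the 126 ways to divide them 5 against 5, 16 part all 5 same-numbered pairs as the real one does, so no share under 0.05 is possible. A count of genes past the threshold at least as large as the real 0 is certain, and 16 of the 16 groupings had it, with 1 gene at most. At an unadjusted p under 0.05, 14 of the 16 groupings gave at least the 270 genes of the real one, over a range of 146 to 1633. For transcripts 6 of the 16 gave at least 1. For the fixed list 16 of the 16 gave at least 0, and for gene sets 16 of the 16 did, with up to 10 sets called. A further 84 groupings were drawn from those that part only 1 or 3 of the pairs, and 70 of these gave at least 270 genes. Over all 100 groupings the unadjusted count ran from 122 to 1850 genes. The real grouping was the only one of the 100 in which 0 gene sets passed.

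The real grouping gave fewer genes at an unadjusted p under 0.05 (1.88%) than the 5% expected by chance. Counts simulated with no changed gene gave 4.63% (4.46 to 4.88% over 5 runs), so the edgeR test was not too strict on simulated counts. In the real libraries the shortfall depended on the test. Limma-voom with sample quality weights gave 706 of 14358 genes (4.92%), while the DESeq2 Wald test gave 339 of 18715 (1.81%). A test too strict for these libraries was therefore not excluded. Among the 100 groupings the highest share was 12.9%, and 34 exceeded 5%. This is consistent with variation between libraries that runs across the treatment groups and inflates the error of the treatment comparison. The choroid plexus marker score varied in this way, but it did not remove the shortfall. With it as a covariate the unadjusted count was 323 genes, still short of the 718 expected by chance. Leaving out single libraries moved the count between 165 and 578 genes, the highest without vehicle replicate 2.

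The split of reads between transcripts of a gene may account for the 1 transcript call. No significant difference was found in the Srrm1 gene total (edgeR unadjusted p = 0.178) while the transcript went from 0 counts in every vehicle library to at least 120 in every AM6545 library. Transcripts with 0 counts in one group and at least 10 in every library of the other numbered 6 in the real grouping, 1 transcript each of Npm1 (0 in AM6545 libraries), Zfp598, Zswim8, Srrm1, Cend1 and Sulf2 (0 in vehicle libraries). As many or more occurred in 27 of the 126 groupings (median 4, range 0 to 12) and in 3 of the 16 that part the pairs. An estimate that falls to 0 or not by the assignment of shared reads therefore remains a candidate explanation. A real switch in Srrm1 isoforms cannot be told apart from it without the reads.

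Insc, called in 2 settings, shows the same mechanism as a hypothesis. The gene table gave 40.7 to 112 counts in the vehicle libraries and 75.0 in AM6545 replicate 3, but at most 1 in the other 4 AM6545 libraries. The transcript table held 104 to 146 counts in those 4 libraries under another Insc transcript, ENSMUST00000169913.8. The sum of ENSMUST00000169913.8 and ENSMUST00000117543.3, the transcript that carried the gene table's counts, was 5.13 ± 1.004 CPM in vehicle and 5.29 ± 0.899 CPM in AM6545 libraries (SD, n = 5 each; exact permutation p = 0.825), so reads may have moved between these transcripts and, with them, out of the gene total.

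Erratic counts occurred in 21 genes, which had 1 count or fewer in one library and 100 or more in another. Gm14288 and Gm14440 were complementary, since each library with over 100 counts for one had fewer than 2 for the other. Exosc6 had 183 counts in vehicle replicate 1 and 0 in all the others. Of the 21 genes, 16 shared over 50% of their 31-base words with another gene, against 6 of 207 genes matched on expression (mean share 75.6% against 5.10%; permutation p = 2e-05, the smallest the resamples can give). Reads shared between near-identical genes are therefore a candidate cause for those 16. The other 5 shared 0% of their words. Of these, Insc is described above, and Aqp1 and Slc16a8 fell to 1 count in vehicle replicate 4 alone, the library with the lowest choroid plexus marker mean, so they go with that pattern. No test of the treatment was made on these genes as a group.

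The ribosomal protein set changed sign without vehicle replicate 1. For each library, gene length was related to the deviation of each gene from its mean by a Spearman correlation across genes. This length correlation was strongest in vehicle replicate 1 (rho = -0.440). Across the 10 libraries the level of the set fell with the length correlation (Pearson r = -0.698, permutation p = 0.0260, adjusted over 6 relations 0.0764). By ranks the relation was weaker (Spearman rho = -0.44, permutation p = 0.205, adjusted 0.308). Without vehicle replicate 1 and AM6545 replicate 5, the 2 libraries farthest from the median length correlation, r was -0.396 (permutation p = 0.327). The relation therefore did not hold without these libraries. Within the groups r was -0.849 in vehicle and -0.258 in AM6545 libraries. The corresponding GC content correlation showed no relation to the level of the set over all libraries (Pearson r = 0.0269, permutation p = 0.943, adjusted 0.943). The Spearman rho was -0.018 (permutation p = 0.974, adjusted 0.974). Without vehicle replicate 1 and AM6545 replicate 1, the 2 farthest from the median GC content correlation, r was -0.168. Within the groups, however, r was 0.733 in vehicle and -0.699 in AM6545 libraries, which cancel. A length bias may contribute but was not resolved.

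Baiap3, the gene of smallest p, is best known from the hypothalamus, and neighbouring tissue in the dissection is a possible explanation. Of 24 hypothalamus markers 14 were tested, with a mean of 3.78 ± 0.136 log2 CPM in vehicle and 3.90 ± 0.129 in AM6545 libraries (SD, n = 5 each; exact permutation p = 0.167, adjusted 0.294). The 15 thalamus markers had 2.82 ± 0.0719 and 2.95 ± 0.230 (SD, n = 5 each; exact permutation p = 0.294, adjusted 0.294). In each list 4 of 5 AM6545 libraries were above the vehicle median. The limma camera test gave an adjusted p of 0.0268 for both lists, but in the 99 other groupings it gave an adjusted p under 0.05 in 18 for the hypothalamus list and in 30 for the thalamus list. The median log2 fold changes of the lists were 0.05 and 0.11, against 0.92 for Baiap3. Trh, a hypothalamic neuropeptide gene, had 391 counts in AM6545 replicate 1 and 2 to 21 in the other libraries, but Baiap3 was at 4.43 CPM in that library and at 4.65 CPM in AM6545 replicate 5, where Trh had 21 counts. The list medians were smaller than the Baiap3 change. A median over markers with other baseline levels cannot bound the effect of carry-over on 1 gene, and 14 of the 24 hypothalamus markers were tested. Carry-over was therefore neither shown nor excluded as a source of the Baiap3 change.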
